# A Comprehensive MicroRNA Expression Profile Related to Hypoxia Adaptation in the Tibetan Pig

**DOI:** 10.1371/journal.pone.0143260

**Published:** 2015-11-16

**Authors:** Bo Zhang, Yangzong Qiangba, Peng Shang, Zhixiu Wang, Jun Ma, Liyuan Wang, Hao Zhang

## Abstract

Tibetan pigs live between 2500 and 4300 m above sea level on the Tibetan Plateau, and are better adapted to hypoxia than lowland pigs. MicroRNAs (miRNAs) are involved in a wide variety of cellular processes; however, their regulatory role in hypoxia adaptation remains unclear. In this study, miRNA-seq was used to identify differentially expressed miRNAs (DE miRNAs) in the cardiac muscle of Tibetan and Yorkshire pigs, which were both raised in high elevation environments. We obtained 108 M clean reads and 372 unique miRNAs, which included 210 known porcine miRNAs, 136 conserved in other mammals, and 26 novel pre-miRNAs. In addition, 20 DE miRNAs, including 10 up-regulated and 10 down-regulated miRNAs, were also found after comparison between Tibetan and Yorkshire pigs. We predicted miRNA targets based on differential expression and abundance in the two populations. Furthermore, the results of a Kyoto Encyclopedia of Genes and Genomes pathway analysis suggested that DE miRNAs in Tibetan and Yorkshire pigs are involved in hypoxia-related signaling pathways such as the mitogen-activated protein kinase, which is the mechanistic target of rapamycin, and the vascular endothelial growth factor, as well as cancer-related signaling pathways. Five DE miRNAs were randomly selected to validate the results of miRNA-seq using real-time polymerase chain reaction, and the results corresponded to those from the miRNA-seq, confirming that deep-sequencing methods are feasible and efficient. In our study, we identified various previously unknown hypoxia-related miRNAs in pigs, and the data obtained suggest that hypoxia-related miRNA expression patterns are significantly altered in the Tibetan pig compared to other species. Therefore, DE miRNAs may play an important role in organisms that have adapted to hypoxic environments.

## Introduction

MicroRNAs (miRNAs) are small non-coding RNA molecules found in plants, animals, and viruses, and are widely believed to repress gene expression by binding to specific mRNA sequences [1–3]. Furthermore, miRNAs can be transferred to the nucleus [4] and guide the remodeling of chromatin and silencing of gene transcription [5], resulting in *de novo* DNA methylation [6]. Since miRNAs play different roles in multiple aspects of cellular function, it is not surprising that they are involved in hypoxia-related gene regulation. Kulshreshtha et al. [7] reported that experiencing hypoxia changes miRNA profiles in various cell types, and is affects the hypoxia-inducible factor (HIF) signal pathway. Moreover, several hypoxia-regulated miRNAs play roles in cell survival in hypoxic environments and have been implicated in the regulation of both upstream and downstream HIF signaling pathways, e.g., miR-20b and miR-17-92 clusters, while miR-199a regulates *HIF-1α* under hypoxic conditions [8–10], and miR-107, miR-210, miR-373, miR-23, miR-24, and miR-26 are induced by HIFs [7, 11, 12].

The Tibetan pig inhabits high-altitude regions (2500–4300 m) on the Qinghai-Tibet Plateau in southwestern China, and is well adapted to extreme elevations [13–15]. It is an ideal animal model for investigating the molecular mechanisms of hypoxia adaptation. Hypoxia could causes myocardial hypolasia, cardiomyopathy and reduced heart rate [16, 17]; therefore, identifying the regulatory mechanism of miRNAs in Tibetan pig cardiac muscle would elucidate the animals’ responses and molecular adaptation to hypoxic conditions, as well as enable us to determine not only the genes involved but also understand the regulation of specific hypoxia-related miRNAs. In this study, we conducted a comprehensive miRNA expression profile using miRNA-seq in the cardiac muscle of Tibetan and Yorkshire pigs raised in upland environments, established an overview of differential miRNA expression, and identified key miRNAs involved in hypoxia adaptation.

## Materials and Methods

### Sample preparation and RNA isolation

Sixteen 6-month-old castrated boars from populations of Tibetan pigs (TPs, n = 8) and Yorkshire pigs (YPs, n = 8) that were raised at the experimental farm of the Tibet Agriculture and Animal Husbandry College (Linzhi, 3000 m above sea level) were slaughtered and sampled. Cardiac tissue samples were immediately frozen in liquid nitrogen and stored at -80°C until RNA extraction. Total RNA for miRNA sequencing was extracted using TRIzol reagent (Invitrogen, San Diego, CA, USA) according to the manufacturer’s protocol. Extract quality was checked using a NanoDrop^™^ Biophotometer 2000 (Thermo Fisher Scientific Inc., West Palm Beach, FL, USA); a 260/280 nm absorbance ratio of 1.8–2.0 indicated a pure RNA sample. Equal quantities of the RNA extracted from the cardiac tissue of four pigs in each population were pooled into one. Thus, we had two duplicate samples in Tibetan pigs, two duplicate samples in Yorkshire pigs. Specific details are provided in S1 Table. The experiments were approved by the animal welfare committee of the State Key Laboratory for Agro-Biotechnology of the China Agricultural University (Approval number XK257). Pig farming at Linzhi was permitted, and the field study did not involve endangered or protected species.

### Library construction and sequencing

Three micrograms of total RNA per sample was used for the construction of a small RNA library. Sequencing libraries were generated using NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ (NEB Ltd., UK) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Polymerase chain reaction (PCR) products were purified on an 8% polyacrylamide gel (100 V, 80 min). DNA fragments corresponding to 140–160 bp (the length of small noncoding RNA plus 3′ and 5′ adaptors) were recovered and dissolved in 8 μL of elution buffer. The quality of the library was assessed using an Agilent Bioanalyzer 2100 system with DNA high-sensitivity chips. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using a TruSeq SR Cluster Kit v3-cBot-HS (Illumina Inc.), according to the manufacturer’s protocol. After cluster generation, the library preparations were sequenced on a HiSeq^™^ 2000 platform and 50-bp paired-end reads were generated. The microRNA sequencing profile data were deposited in the Gene Expression Omnibus with the accession number GSE71550.

### Data analysis

Clean reads were obtained from raw data after strictly eliminating low-quality reads, trimming adaptor sequences, and mapping (allowing two end-nucleotide mismatches) to reference pig genomic sequences (S scrofa10.2.72). The matched reads ranging from 15 to 35 bp were used as a query against non-coding RNA data (rRNA, snoRNA, tRNA, etc.). After excluding reads matching non-miRNA databases, the remaining sequences were regarded as potential miRNA reads. Precursors of candidate miRNAs that had been assembled from the short-read library were then searched against the pig genome to determine their location on the chromosome. Known pig miRNAs were identified by mapping the matched mature miRNAs in miRBase20.0 to pig genome sequences. All of the unannotated reads that matched the pig genomic sequences were analyzed using miRDeep2 to predict novel miRNAs. In addition, all candidate novel miRNAs were classified as conserved or pig-specific, according to their sequence conservation among the candidate species.

The microRNA read counts were normalized by the trimmed mean of TPM (transcript per million) normalization method in the edgeR package [18, 19]. *P*-values to compare miRNA expression levels were calculated using DEGseq software. Fold change = log_2_ (normalized read counts in TP/normalized read counts in YP).

### Bioinformatic analyses

For the primary analysis, the retained reads (clean reads) were mapped to the pig genome using the custom mapping tools including the Bowtie 0.12.5 package [20] and miRDeep2 (version mirdeep2_0_0_2) [21]. The pig genome sequence was obtained from ftp://ftp.ensembl.org/pub/release-72/fasta/sus_scrofa/dna/Sus_scrofa.Sscrofa10.2.72.dna.toplevel.fa.gz. Clean reads were initially mapped to miRBase20.0 (www.mirbase.org/) [22] to identify known miRNAs and miRNA hairpins previously characterized [23–25]. Unmappable reads were annotated and classified by referencing noncoding RNAs in the NONCODE (version3.0) [26] and Rfam 11.0 databases. Since there is no complete pig miRNA dataset in miRBase, we obtained known mature miRNA for pigs, humans, mice, cows, and sheep (326, 257, 1908, 783, and 153, respectively) from miRBase 20.0 for use in miRDeep (mirdeep2_0_0_2) [21] to predict novel pig miRNA. Venn diagrams were prepared using the Venn diagram function in R, based on lists of novel and known miRNAs identified in each group. DEGseq was used to identify DE miRNAs in TPs and YPs. A volcano plot was generated based on log_2_ normalized read counts and -log10 (*P*-value). The August 2010 release of the microRNA target detection software miRanda [27] was used for target gene prediction. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway [28] annotations of the miRNA targets were found using the DAVID (Database for Annotation, Visualization, and Integrated Discovery) gene annotation tool[29].

### Stem-loop reverse-transcription quantitative PCR (RT-qPCR) to validate miRNA expression

A stem-loop RT-qPCR assay was conducted to measure the quantity of specific mature miRNA expression and validate the DE miRNAs [30]. Briefly, a miRcute miRNA First-Strand cDNA Synthesis Kit (KR201, Tiangen Biotech Co. Ltd., Beijing, China) was used for reverse transcription and real-time PCR according to the manufacturer’s instructions. Pig 5S and U6 snRNA was used as an internal control. All of the reactions were run in triplicate, and a mixture of every cDNA sample was used for calibration. Primer sequences for miRNA amplification are listed in S2 Table. A BioRad CFX96 (Bio-Rad, CA, USA) was used to perform the RT-qPCR with a SYBR^®^ Green PCR Master Mix (FP401, Tiangen Biotech Co. Ltd.). Eight biological samples consisted of 8 single individuals for each group in the measurement. Relative miRNA expression levels were calculated using the 2^-ΔΔCT^ method [31].

## Results

### Overview of miRNA transcriptome profiles in pig cardiac muscle

We obtained 21.2 M to 32.0 M clean reads from each of the four small RNA libraries (S3 Table). 

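The 4 small RNA libraries were prepared from cardiac tissue of 6-month-old castrated boars raised at 3000 m, 8 TPs and 8 YPs. Each library was made from the pooled RNA of 4 pigs of 1 breed, so that each breed had 2 libraries (TP1 and TP2, YP1 and YP2) and the spread between the 2 libraries of a breed is the spread between pools, not between pigs. S3 Table gives 25196911, 31891752, 28324860 and 21186194 trimmed reads for TP1, TP2, YP1 and YP2. For each library the authors deposited a table of miRNA values headed TPM and a report of the hairpins and RNA classes that its distinct small RNA sequences matched. The tables give no read counts. A TPM column adds up to at most 1000000, whereas the deposited columns added up to 9034328, 26403628, 32965733 and 30946468, so the values were treated as scores on a scale of the authors' own. Most values (194 in TP1, 183 in TP2, 227 in YP1 and 158 in YP2) were whole multiples of 1000000 divided by the number of distinct sequences of the library, which was 1650700, 926072, 688222 and 543674. A further 29, 29, 26 and 24 values were whole multiples of 1000000 divided by about the clean reads of a library, and the remaining 12, 14, 13 and 13 were neither. All 29 values of TP2 in the second group were identical to the values of TP1, and the pair was counted as 1 measurement. At the first step, 1 read was worth 0.606, 1.08, 1.45 and 1.84 in the 4 tables, and the values on that step corresponded to 14891436, 24433115, 22411381 and 16543023 reads. A miRNA absent from a table was given the value 0, the values were used as deposited, and TP was compared with YP by limma on log2(value + 1). A pool-wise comparison of 2 against 2 libraries cannot give an exact permutation p below 0.33, so no permutation p is reported for a single miRNA. ssc-miR-1 had the highest value in every library, with 23.6%, 32.0%, 27.9% and 25.2% of the column total.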

The number of reads with 20–24 nt was greater than that of those with shorter or longer sequences (S1 Fig). Approximately half of the sequences were 22 nt in length, which coincided with the known specifity of Dicer processing and characteristics of mature miRNAs [32, 33]. Approximately 87% of the clean reads could be mapped to the pig genome (Sscrofa10.2.72, S3 Table).

### Identification of pig miRNAs

The annotated sequences were analyzed according to the data from miRBase20.0 (containing 326 mature miRNAs and 280 hairpin precursors). According to the results, 192–202 mature miRNAs and 230–234 hairpin precursors were identified (S3 Table). 

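The deposited tables listed 197 known miRNAs in TP1, 193 in TP2, 193 in YP1 and 187 in YP2. With a value of at least 10 in at least 2 libraries, 181 of the 209 known miRNAs found in any library were kept for testing. In the deposited reports, 234, 232, 233 and 230 hairpin precursors were named for TP1, TP2, YP1 and YP2, and 218 of them were named in all 4. Each number describes 1 pool and has no error of its own.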

The remaining annotated sequences were compared using the Rfam and ncRNA databases after removal of the cellular structural RNAs, such as rRNAs, snoRNAs, snRNAs, scRNAs, and tRNAs. 

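In the deposited reports, the distinct small RNA sequences of each library were compared with Rfam. The sequences assigned to rRNA numbered 14568 in TP1, 12563 in TP2, 10626 in YP1 and 10795 in YP2. Those assigned to tRNA numbered 22722, 27535, 28022 and 20165, and those assigned to snoRNA 7119, 5512, 3750 and 3924. Together with snRNA and scRNA, these classes made up 2.70%, 4.93%, 6.17% and 6.43% of the distinct sequences of TP1, TP2, YP1 and YP2 (no replicates within a pool). The share was lower in both TP libraries than in both YP libraries, but the TP libraries were further from each other than TP2 was from either YP library. The percentages count each distinct sequence once, whatever its number of reads. The remaining sequences, which fell in none of these classes, are the ones from which the paper went on to known miRNAs.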

This revealed that nearly all remaining sequences were known miRNAs (S2 Fig). 

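Across the 4 deposited tables, 351 miRNAs had a value in at least 1 library. Of these, 209 carried the name of a known porcine miRNA, and the others, the candidates, carried the name of a chromosome or scaffold and a number, as the candidate pre-miRNAs of S5 Table do. All 4 tables listed 177 of the known miRNAs and none of the candidates, whereas 132 candidates were listed in a single library. When a miRNA had to be listed in both libraries of a breed, 196 known miRNAs and 8 candidates remained. A minimum value of 1 left 198 known miRNAs and all of the candidates.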

After filtering these data, 372 unique miRNAs, comprising 210 known porcine miRNAs (S4 Table) and 162 predicted candidate pre-miRNAs (S5 Table), were identified. According to this program for miRDeep2 software we identified the miRNAs that satisfy the requirements to be classified as novel, and the secondary structure of potential precursor and the mature miRNA, star sequences and loops were reliable. 

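A miRNA was taken as expressed in a breed when either of its 2 libraries listed it. By this rule 267 miRNAs were expressed in TP and 274 in YP, and both breeds expressed 190, of which 188 were known miRNAs and 2 were candidates. Known miRNAs listed in 1 breed only numbered 12 in TP and 9 in YP, and candidates listed in 1 breed only numbered 65 in TP and 75 in YP. The shared total changed most when both libraries of a breed had to list the miRNA, to 177, all of them known. Leaving out each library in turn gave between 183 and 187 shared miRNAs.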

The TP and YP both expressed 201 miRNAs and in which 199 were known porcine miRNAs (Fig 1). In the 162 candidate miRNAs, 136 were conserved in other mammals (human, mouse, cow, and sheep) while the other 26 were considered as novel pre-miRNAs (S5 Table). The chromosomal locations of known and novel pre-miRNAs were determined using the pig reference genomic sequence. All miRNAs were aligned against autosomes or the X chromosome (S4 and S5 Tables).

**Fig 1:**
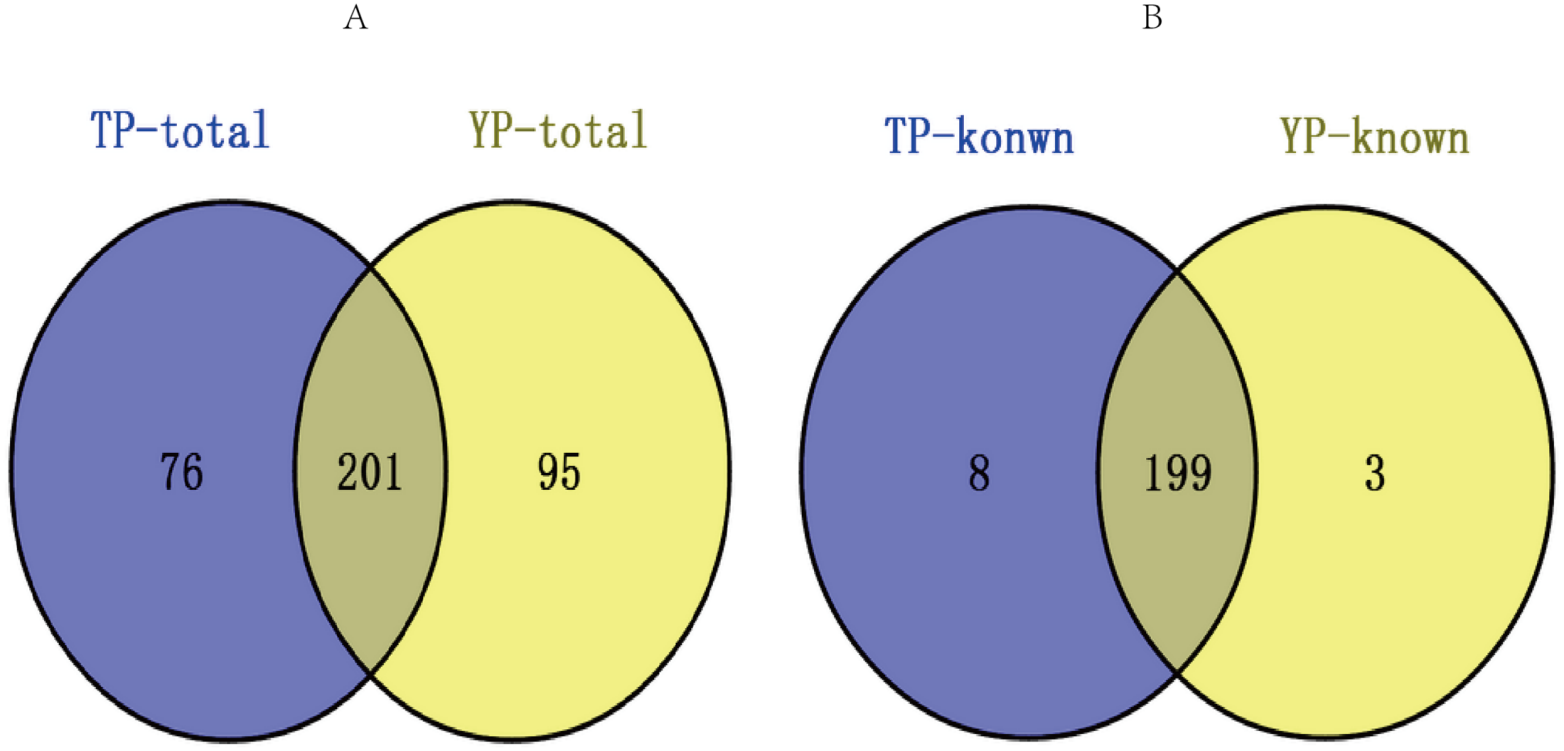
Venn diagrams demonstrating relationships among miRNA in Tibetan and Yorkshire pigs. (A) Venn diagram for total miRNAs (contained novel miRNAs and known miRNAs). (B) Venn diagram for known porcine miRNAs. TP and YP miRNAs marked in blue and yellow cycle, respectively. Tibetan pigs (TP) and Yorkshire pigs (YP).

### DE miRNAs in TPs and YPs

Based on the criteria of a fold change either ≥2 or ≤0.5 and *P* ≤ 0.05, 20 DE miRNAs were identified when comparing 372 miRNAs between TP and YP (Fig 2 and S6 Table). 

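For the deposited values, limma was fitted to log2(value + 1) of all 351 listed miRNAs in 2 TP and 2 YP libraries. The criteria of a fold change of at least 2 or at most 0.5 and P of at most 0.05 were met by 41 miRNAs, 12 higher and 29 lower in TP. They included 19 of the 20 miRNAs of S6 Table, and ssc-miR-142-5p was the other. Of the 19, ssc-miR-1343 (log2 fold change -2.95) and ssc-miR-676-5p (-3.25) were lower in TP, whereas the paper lists both as up-regulated. The list was drawn from these same libraries, so the overlap is no independent check. After Benjamini-Hochberg adjustment, limma gave 13 miRNAs an adjusted p under 0.05. Across the alternatives that kept all 351 miRNAs and all 4 libraries, this number was not stable. It ran from 4 with a pseudocount of 10 to 18 with the replicate number as a block. Among the 181 known miRNAs tested on their own, 34 met the criteria (8 higher and 26 lower in TP) and 9 had an adjusted p under 0.05. Of the 13, only ssc-miR-210 had values in both breeds, and for the others a missing row was taken as 0. Of the 9, ssc-miR-210, ssc-miR-421-5p and ssc-miR-194b-5p had values in both breeds, all of them on neither read step. The others again had no row in 1 breed, which cannot be told apart from a gap in the tables. The balance of directions depended on the scaling. With equal column totals, and likewise with equal medians, both chosen after seeing the data, 22 known miRNAs were higher in TP and 7 lower. Among all 351 miRNAs, 20 were higher and 13 lower with equal totals, and 21 higher and 13 lower with equal medians. The libraries of both breeds are numbered 1 and 2, but each is a separate pool, and neither the labels nor the paper state that equal numbers pair a TP pool with a YP pool. The deviations from the breed means were correlated by -0.061 between libraries of the same number, over 167 miRNAs, which are not independent replicates. With the replicate number as a block, 33 of the 351 miRNAs and 23 of the 181 known miRNAs met the criteria, and 12 known miRNAs had an adjusted p under 0.05. Leaving out TP2 moved the count of 41 most, to 154.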

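All 20 miRNAs listed in S6 Table were found in the deposited tables, and in each of them both TP libraries lay on the same side of both YP libraries. Tables of both breeds held 10 of them. ssc-miR-210 had a mean value of 982 ± 117 in TP and 4.27 ± 1.44 in YP (SD, n = 2 libraries each, as for all that follow). The mean of ssc-miR-421-5p was 736 ± 147 in TP and 26.2 ± 8.2 in YP, that of ssc-miR-194b-5p 43.8 ± 16.0 and 0.977 ± 0.203, and that of ssc-miR-142-5p 7243 ± 2271 and 2026 ± 1659. Lower means in TP were found for ssc-miR-101 (212 ± 98 against 211606 ± 282163 in YP), ssc-miR-320 (2454 ± 1241 against 19692 ± 1955), ssc-miR-7136-5p (1346 ± 915 against 10041 ± 836), ssc-miR-214 (633 ± 231 against 3202 ± 609), ssc-miR-10b (1167.3 ± 675.97 against 5091 ± 441) and ssc-miR-206 (237 ± 43 against 828 ± 312). Candidates 12_3058, GL894044.2_23796, 1_4279 and 13_5125 were listed in TP only, with means of 360, 215, 479 and 290. Candidates 1_1126, 4_13655, GL892805.1_27591 and 7_17790 were listed in YP only, with means of 10503, 9209, 190561 and 745. Both ssc-miR-1343 (6.78 ± 1.28) and ssc-miR-676-5p (8.72 ± 2.87) were listed in YP only.

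**Figure D1:**
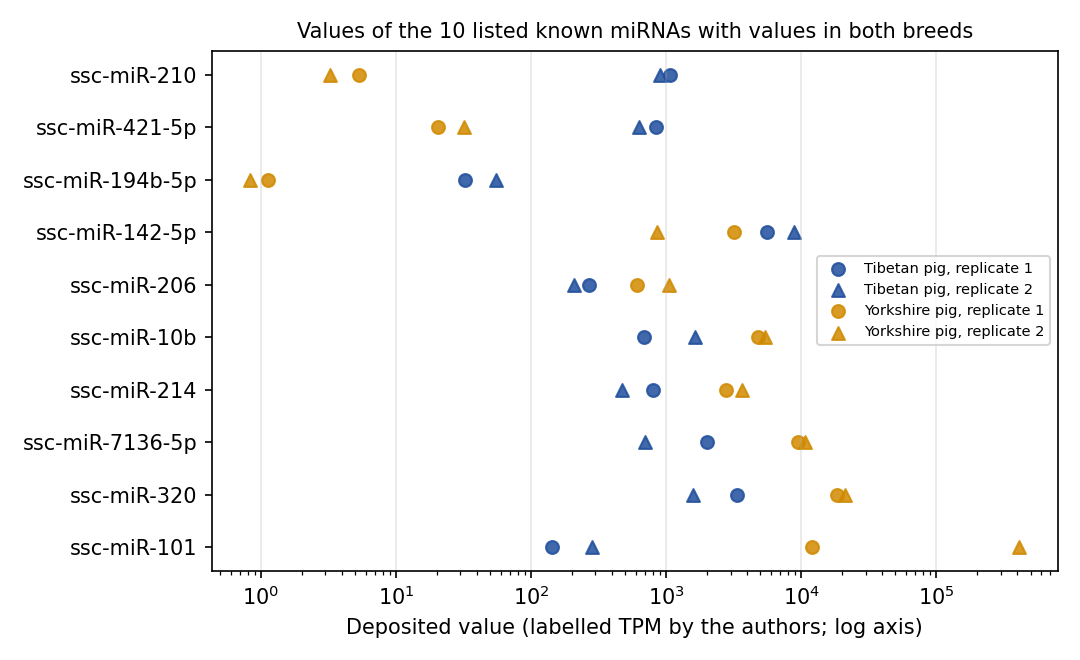
Deposited value of each library (horizontal log axis, headed TPM by the authors) for the 10 known miRNAs of S6 Table with values in both breeds. Blue points are TP libraries, orange points YP libraries, circles replicate 1 and triangles replicate 2; ssc-miR-210 lies at 1065 and 899 in TP and at 5.28 and 3.25 in YP, and ssc-miR-101 at 12087 and 411126 in YP.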

Of these, 10 miRNAs (ssc-miR-210, ssc-miR-1343, 12_3058, ssc-miR-676-5p, GL894044.2_23796, 1_4279, 13_5125, ssc-miR-194b-5p, ssc-miR-142-5p, and ssc-miR-421-5p) were up-regulated and 10 (ssc-miR-101, 1_1126, 4_13655, GL892805.1_27591, ssc-miR-320, ssc-miR-7136-5p, ssc-miR-214, ssc-miR-10b, 7_17790, and ssc-miR-206) were downregulated in the TP relative to the YP.

**Fig 2:**
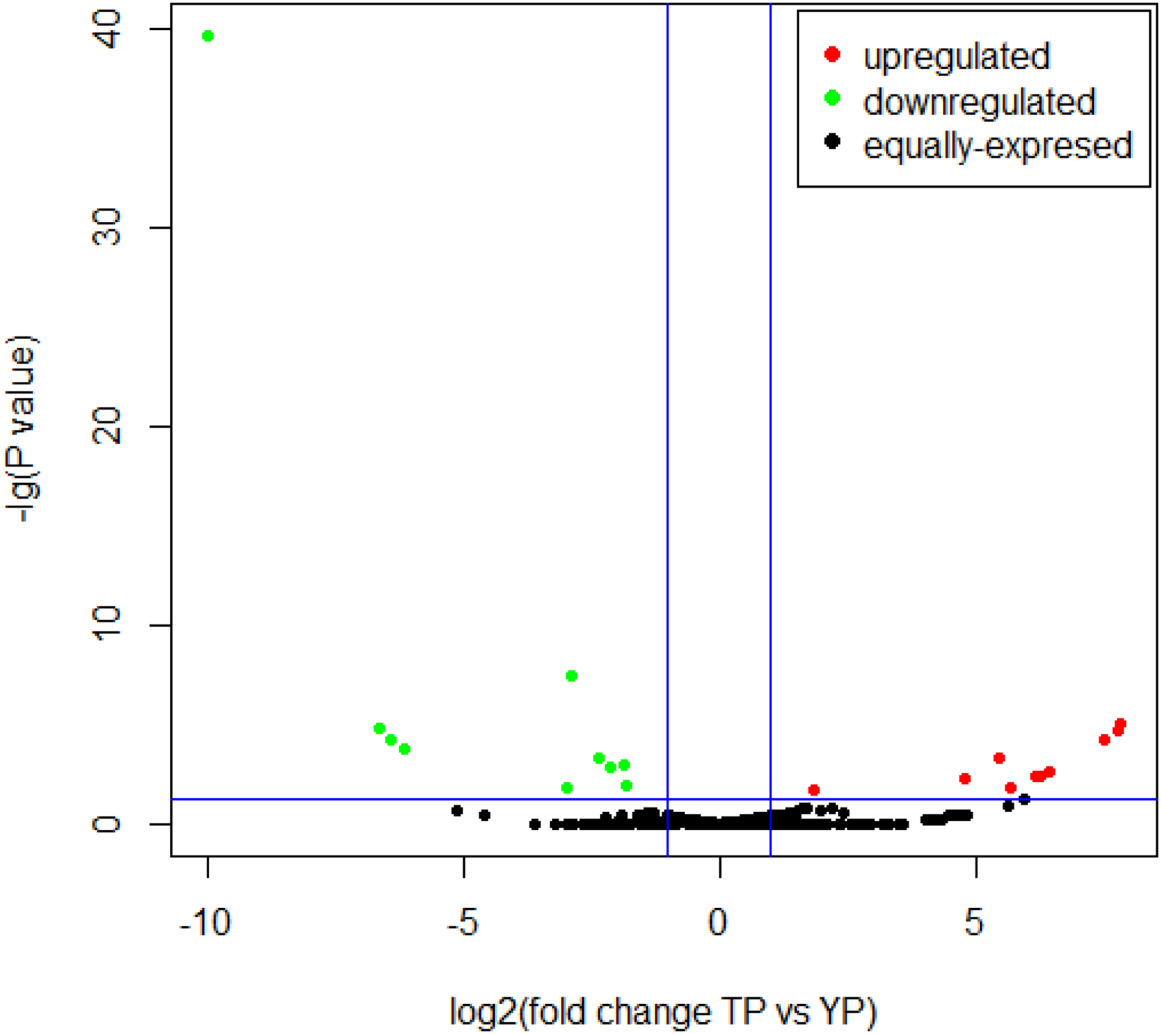
Volcano plot displaying differentially expressed miRNAs identified using miRNA-seq in Tibetan and Yorkshire pigs. The y-axis represents the mean expression value of log10 (*P*-value) and the x-axis displays the log_2_-fold change value. Up-regulated and downregulated miRNAs are shown in red and green, respectively. Black dots indicate genes with no significant change in expression.

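The log2 fold changes of the 181 known miRNAs tested were not centred on 0. Their median was -1.07 on the log2(value + 1) scale, and 89.0% of them were below 0. Of all alternatives with the 4 libraries kept, scaling each library to the median of the miRNAs common to the tables, a choice made after seeing the data, moved the median most, to 0.0438. Values converted to reads per 1000000 clean reads (RPM), which was also chosen after seeing the data and was possible for 172 known miRNAs, had a median log2 fold change of -0.278.

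**Figure D2:**
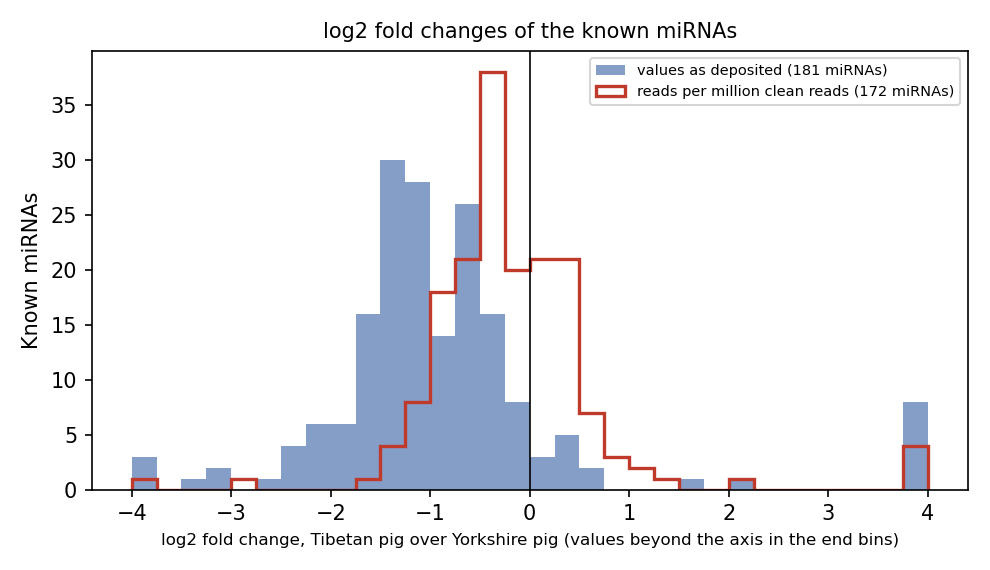
Number of known miRNAs (vertical axis) in each interval of 0.25 of the log2 fold change of TP over YP (horizontal axis), for the deposited values (filled) and for RPM (line). The deposited values centre at -1.07 and the RPM at -0.278, and the end bins also hold the 11 and 4 miRNAs beyond -4 and 4.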

### Functional analysis of DE miRNAs

Using miRanda software and the Ensemble database, 2389 and 2295 target genes were predicted from the 10 up-regulated and 10 downregulated miRNAs, respectively (S7A and S7B Table). The predicted target genes were classified in order to identify pathways that were actively regulated by miRNAs, according to the KEGG functional annotations made using DAVID (S8 Table, Tables 1 and 2). Thirteen putative target genes of up-regulated miRNAs enriched the mammalian target of the rapamycin (mTOR) signaling pathway (S3 Fig), which can be induced to enhance angiogenesis in response to hypoxia [34]. The mitogen-activated protein kinase (MAPK) signaling pathway was enriched according to 47 putative target genes of the up-regulated miRNAs and 53 putative target genes of the downregulated miRNAs (S4 Fig). The MAPK signaling pathway participates in the activation of *HIF*s and is involved in various cellular functions, including cell proliferation, differentiation, and migration [35].

**Table 1:** The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched for targets of the 10 up-regulated miRNAs in Tibetan pigs.

Signaling pathway term	Count	*P*-value	Benjamini
Phosphatidylinositol signaling system	22	7.16E-04	0.128
Endocytosis	37	1.66E-02	0.799
Chondroitin sulfate biosynthesis	8	2.40E-02	0.787
Inositol phosphate metabolism	14	2.87E-02	0.751
O-Glycan biosynthesis	9	4.54E-02	0.831
mTOR signaling pathway	13	4.67E-02	0.782
Ubiquitin mediated proteolysis	27	5.27E-02	0.772
MAPK signaling pathway	47	5.95E-02	0.769
Pancreatic cancer	16	6.32E-02	0.750
RNA polymerase	8	8.04E-02	0.798
Apoptosis	18	8.31E-02	0.778
B cell receptor signaling pathway	16	8.47E-02	0.756
Cell cycle	24	8.67E-02	0.736
N-Glycan biosynthesis	11	9.24E-02	0.734
Renal cell carcinoma	15	9.36E-02	0.714

**Table 2:** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched for targets of the 10 downregulated miRNAs in Tibetan pigs.

Signaling pathway term	Count	*P*-value	Benjamini
Long-term depression	23	6.11E-05	0.011
Endometrial cancer	16	2.76E-03	0.229
Pathways in cancer	63	2.86E-03	0.164
MAPK signaling pathway	53	3.27E-03	0.143
Vascular smooth muscle contraction	27	3.32E-03	0.117
Focal adhesion	42	3.71E-03	0.110
Non-small cell lung cancer	16	4.12E-03	0.105
ErbB signaling pathway	22	4.91E-03	0.109
Phosphatidylinositol signaling system	19	8.15E-03	0.157
*VEGF* signaling pathway	19	9.42E-03	0.163
Chronic myeloid leukemia	19	9.42E-03	0.163
B cell receptor signaling pathway	19	9.42E-03	0.163
GnRH signaling pathway	23	9.96E-03	0.157
Renal cell carcinoma	18	1.02E-02	0.148
Inositol phosphate metabolism	15	1.05E-02	0.142
Melanoma	18	1.17E-02	0.146
Insulin signaling pathway	29	1.21E-02	0.141
Pancreatic cancer	18	1.35E-02	0.147
Toll-like receptor signaling pathway	23	1.42E-02	0.146
Protein export	5	1.47E-02	0.144
Glioma	16	1.82E-02	0.166
Endocytosis	36	2.04E-02	0.176
Apoptosis	20	2.11E-02	0.174
Melanogenesis	22	2.17E-02	0.171
Chemokine signaling pathway	36	2.56E-02	0.191
Gap junction	20	2.64E-02	0.189
Fc epsilon RI signaling pathway	18	2.87E-02	0.197
Colorectal cancer	19	2.92E-02	0.193
Wnt signaling pathway	30	2.92E-02	0.187
Fc gamma R-mediated phagocytosis	20	4.84E-02	0.283
Prostate cancer	19	4.88E-02	0.277
Adherens junction	17	4.92E-02	0.271
T cell receptor signaling pathway	22	5.13E-02	0.274
Small cell lung cancer	18	5.42E-02	0.279
Basal cell carcinoma	13	5.98E-02	0.296
Progesterone-mediated oocyte maturation	18	6.54E-02	0.312
*Vibrio cholerae* infection	13	6.72E-02	0.312
Epithelial cell signaling in *Helicobacter pylori* infection	15	6.74E-02	0.305
Sphingolipid metabolism	10	7.13E-02	0.313
Notch signaling pathway	11	9.34E-02	0.384
Axon guidance	24	9.60E-02	0.385

Interestingly, the renal cell carcinoma pathway was enriched by the identification of 15 putative target genes of the downregulated miRNAs (S8 Table and S5 Fig). In this case *EPAS1* (Endothelial Per-Arnt-Sim (PAS) domain protein 1), *EGLN3* (EGL-nine homolog-3), *VEGFC* (vascular endothelial growth factor C), and *EGLN1* (EGL-nine homolog-1) have been reported to have strong high-altitude selective signatures in the TP [36, 37]. It was noteworthy that 63 target genes of the downregulated miRNAs in the TP belonged to cancer-related pathways (S6 Fig). These pathways are involved in sustained angiogenesis, proliferation, genomic damage, and inhibition of differentiation, all of which are closely related to cancer growth and development under hypoxic conditions [38].

### Validation of DE miRNAs

Expression levels of five miRNAs (ssc-miR-10b, ssc-miR-206, ssc-miR-214, ssc-miR-320, and ssc-miR-7136-5p) in the cardiac tissues of TPs and YPs were assessed by stem-loop qPCR. The results showed that four of the five miRNAs had significantly higher expression levels in TPs than in YPs (Fig 3), which was consistent with the miRNA-seq data. The different expression trends observed in the miRNA-seq data and from the RT-qPCR were uniform for five miRNAs in the TPs and YPs (S9 Table).

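In the miRNA-seq values of the 2 pooled libraries per breed, all 5 miRNAs were lower in both TP libraries than in both YP libraries. The log2 fold change from limma was -2.25 for ssc-miR-10b (standard error 0.68), -1.76 for ssc-miR-206 (standard error 0.58), -2.37 for ssc-miR-214 (standard error 0.61), -3.10 for ssc-miR-320 (standard error 0.67) and -3.08 for ssc-miR-7136-5p (standard error 0.73). Their Benjamini-Hochberg adjusted p from limma ranged from 0.078 for ssc-miR-320 to 0.173 for ssc-miR-206. Of the alternatives that gave all 5 miRNAs a value, scaling the libraries to equal medians, chosen after seeing the data, moved them most, to between -1.99 for ssc-miR-320 and -0.649 for ssc-miR-206, and 4 of the 5 no longer met the P criterion. The RT-qPCR was done on 8 single pigs per breed, and its measurements are not in the files analysed here. From the common direction in the miRNA-seq values and the RT-qPCR ratios of S9 Table, the paper concludes that both methods show the same trends.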

**Fig 3:**
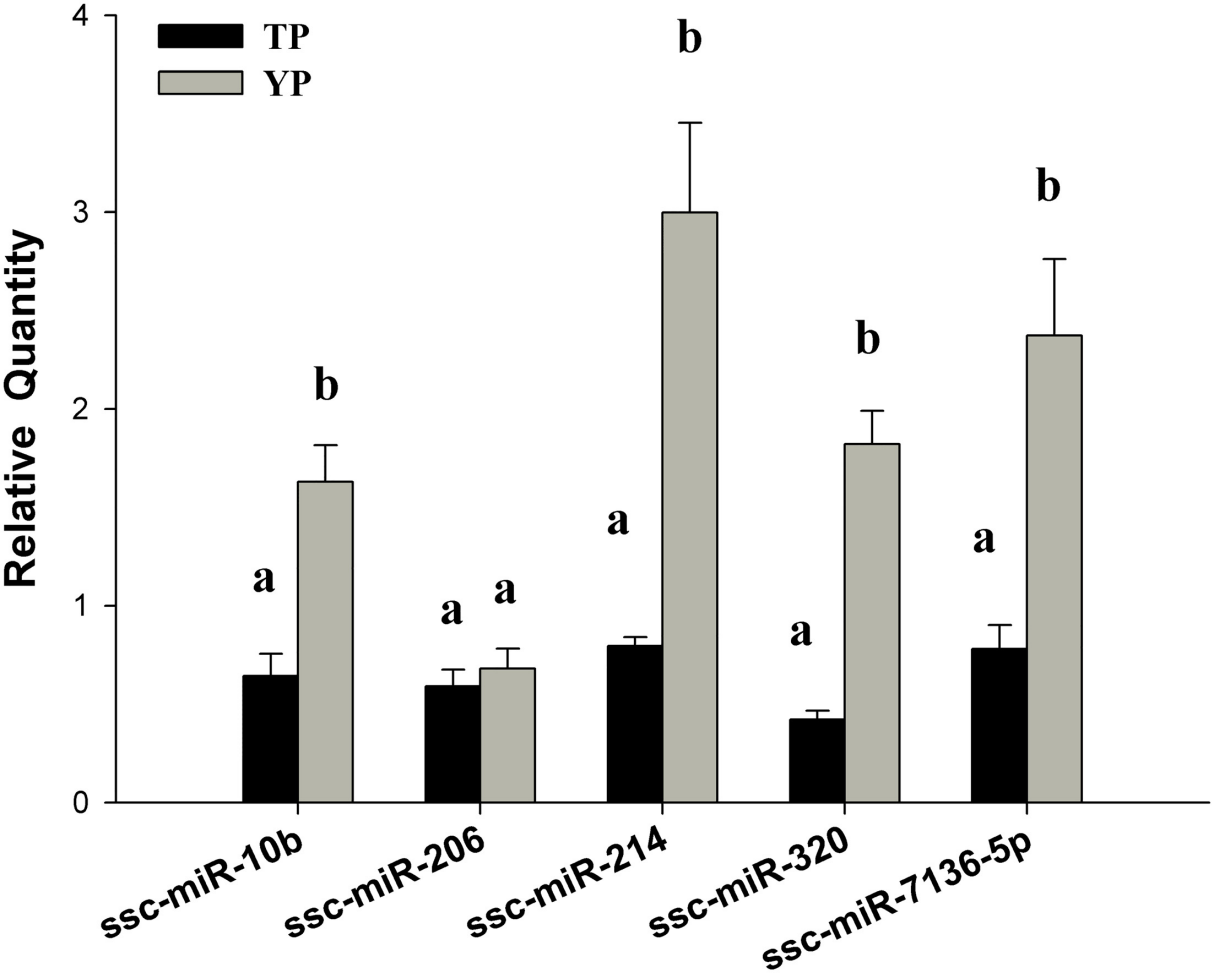
Five cardiac tissue differentially expressed (DE) miRNAs validated by reverse-transcription quantitative polymerase chain reaction. Relative expression levels of DE miRNAs. Upper letters (a, b) on bars denote significantly different expression levels in the same miRNA (*P* < 0.05).

## Discussion

High-altitude populations of pigs have evolved genetic adaptations that allow for survival in extremely hypoxic environments. Previous reports have demonstrated that TPs in particular exhibit a distinct suite of phenotypic and physiological traits, including thin-walled pulmonary vascular structures and high blood flow [13, 14, 39], which are shaped by natural and artificial selection, allowing them to adapt to high-altitude environments [40]. The relatively recently identified miRNAs constitute a novel class of master regulators that control gene expression, and are responsible for a variety of normal and pathological cellular processes. High-throughput sequencing has generated new insights into global gene expression, and provided evidence for the complexity of the mammalian transcriptome and allowed for the development of miRNAomics [41].

In this study, miRNA profiles in the cardiac tissues of TPs and YPs, both adapted to a high-altitude environment, were obtained using next-generation sequencing. We identified 20 DE miRNAs in the two pig breeds, of which ssc-miR-214 downregulated expression in the TP. 

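ssc-miR-214 lies on chromosome 9 of the pig genome (Sscrofa10.2) from 126099478 to 126099541, minus strand, by the locus in S4 Table. Its value was 796 and 469 in the TP libraries and 2771 and 3633 in the YP libraries. The log2 fold change was -2.37 (standard error 0.61, adjusted p = 0.120 from limma with Benjamini-Hochberg adjustment), so that the difference met the fold change and P criteria but not the adjusted threshold. It stayed between -2.75 and -1.99 when each library was left out in turn, and did not meet the P criterion without YP1 or without YP2. When the values were converted to reads per 1000000 clean reads, a choice made after seeing the data, the log2 fold change was -0.594 and no longer met the criteria; that conversion had no value for TP2. From the lower level in TP and earlier work on oxidative stress, the paper relates ssc-miR-214 to the response to hypoxia.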

Previous studies have demonstrated that alcohol depresses glutathione reductase (*GSR*) and P450 oxidoreductase (*POR*) gene expression by the up-regulation of miR-214 that induces oxidative stress, which plays an important role in responses to hypoxia [42, 43].

The most notably up-regulated miRNA in the TP (FC = 230), ssc-miR-210, is induced by HIF1α under hypoxic conditions in mice [11, 12]. miR-210 is located on an intron of a noncoding RNA, transcribed from AK123483 on the human chromosome 11p15.5, and its expression correlates with *VEGF* regulation and angiogenesis in breast cancer patients [44]. 

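By the locus in S4 Table, ssc-miR-210 lies on chromosome 2 of the pig genome (Sscrofa10.2) from 339083 to 339143, plus strand. The ratio of its mean value in TP to that in YP was 230, the largest of the 10 listed miRNAs with values in both breeds. The ratio is not defined for miRNAs listed in TP only.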

Using bioinformatics analyses, miR-210-regulated factors have been found to be implicated in DNA repair pathways [11], and has been found to play roles in modulating the expression of proteins involved in the homology-dependent repair and nucleotide-excision repair pathways, and reverses cellular DNA damage during hypoxia. 

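The value of ssc-miR-210 was 1065 in TP1 and 899 in TP2, against 5.28 in YP1 and 3.25 in YP2. limma gave a log2 fold change of 7.57 with a standard error of 0.50 and an adjusted p of 0.000497 (Benjamini-Hochberg, 181 known miRNAs). The difference was larger than the spread between the libraries of a breed, which was 0.31 (SD on the log2 scale). A pseudocount of 10 in place of 1, an alternative added after seeing the data, gave the lowest log2 fold change, 6.12, and leaving out each library in turn gave 7.29 to 7.85. At the step of each table, 3 reads are worth 4.36 in YP1 and 5.52 in YP2. The YP1 value was above this level and the YP2 value below it, so both were of the size that a few reads would give. The values in all 4 tables were on neither of the 2 read steps, so the reads behind them are not known. From the higher level in TP, the paper proposes that miR-210 could modulate factors of pathways related to hypoxia adaptation in the TP.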

Our results demonstrate that miR-210 is expressed more in the TP than in the YP, which suggests that miR-210 could modulate key factors that are related to cellular or organic hypoxia adaptation pathways in the TP.

Based on these functional pathways, 100 putative target genes (including 47 up-regulated miRNAs and 53 downregulated miRNAs) were enriched in the MAPK signaling pathway (S4 Fig). The MAPK pathway may up-regulate *HIF* activity, and plays an essential role in tumor growth and transformation that depends on angiogenesis and changes in glucose metabolism [35]. The expression of a gene that is involved in cancer and MAPK signaling pathways, *FOS* (FBJ murine osteosarcoma viral oncogene homolog) (S7B Table), is increased by miR-101 under hypoxic conditions [45, 46]. 

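By S4 Table, ssc-miR-101 lies on chromosome 6 of the pig genome (Sscrofa10.2) from 135736127 to 135736184, plus strand. Its deposited value was 142.3 in TP1, 280.9 in TP2, 12087 in YP1 and 411126 in YP2. The YP libraries thus differed from each other more than for any other known miRNA of S6 Table. The log2 fold change was -8.45 (standard error 1.69, adjusted p = 0.061 from limma with Benjamini-Hochberg adjustment). Without YP2 it was -5.91, and without YP1 it was -11.0. The paper reports ssc-miR-101 as lower in TP and names *FOS*, a gene of cancer and MAPK signaling pathways, as a possible target.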

Furthermore, *FOS* may be a potential target of ssc-miR-101, which was downregulated in the TP in this study.

The *VEGF* signaling pathway regulates angiogenesis, endothelial cell growth, proliferation, and migration, affects the permeability of blood vessels [47, 48], and plays important roles in hypoxia adaptation. In our study, 19 putative target genes that are regulated by downregulated miRNAs (ssc-miR-101, ssc-miR-7136-5p, ssc-miR-214, ssc-miR-10b, ssc-miR-206, and ssc-miR-320) were found to be involved in the *VEGF* signaling pathway (Fig 4). 

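All 6 miRNAs were lower in both TP libraries than in both YP libraries, with ratios of the mean TP value to the mean YP value of 0.001 for ssc-miR-101, 0.1341 for ssc-miR-7136-5p, 0.1976 for ssc-miR-214, 0.2293 for ssc-miR-10b, 0.2868 for ssc-miR-206 and 0.1246 for ssc-miR-320. On the log2(value + 1) scale the changes ran from -8.45 for ssc-miR-101 to -1.76 for ssc-miR-206, and all 6 met the fold change and P criteria of the paper in limma. None reached an adjusted p of 0.05, the smallest being 0.061 for ssc-miR-101. All 6 stayed lower in TP under every alternative, but fewer met the P criterion under several of them. Without YP1, and likewise without YP2, 5 of the 6 no longer met it, and without TP1 or TP2 it was 2 of the 6. With equal column totals or equal medians, both chosen after seeing the data, 4 of the 6 no longer met it. With the replicate number as a block it was ssc-miR-206 alone. In the fit of reads per 1000000 clean reads, also chosen after seeing the data, only ssc-miR-214 could be tested, and it did not meet the criterion. The median change of all known miRNAs on the same scale was -1.07. The target genes were predicted from sequence, and no target was measured in the files analysed here. The paper combines the lower levels of these miRNAs with their predicted targets to place them in the *VEGF* signaling pathway.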

*VEGF* up-regulation by HIF is accompanied by the stability of its mRNA and an increase in translation, which are essential for hypoxia-related angiogenesis. Another important pathway that was targeted by downregulated miRNAs in cardiac tissue is involved in vascular smooth muscle contraction. This pathway is associated with energy metabolism, including soluble guanylyl cyclase [49] and potassium and calcium channels (such as sarcoplasmic reticulum calcium ATPase) [50, 51].

**Fig 4:**
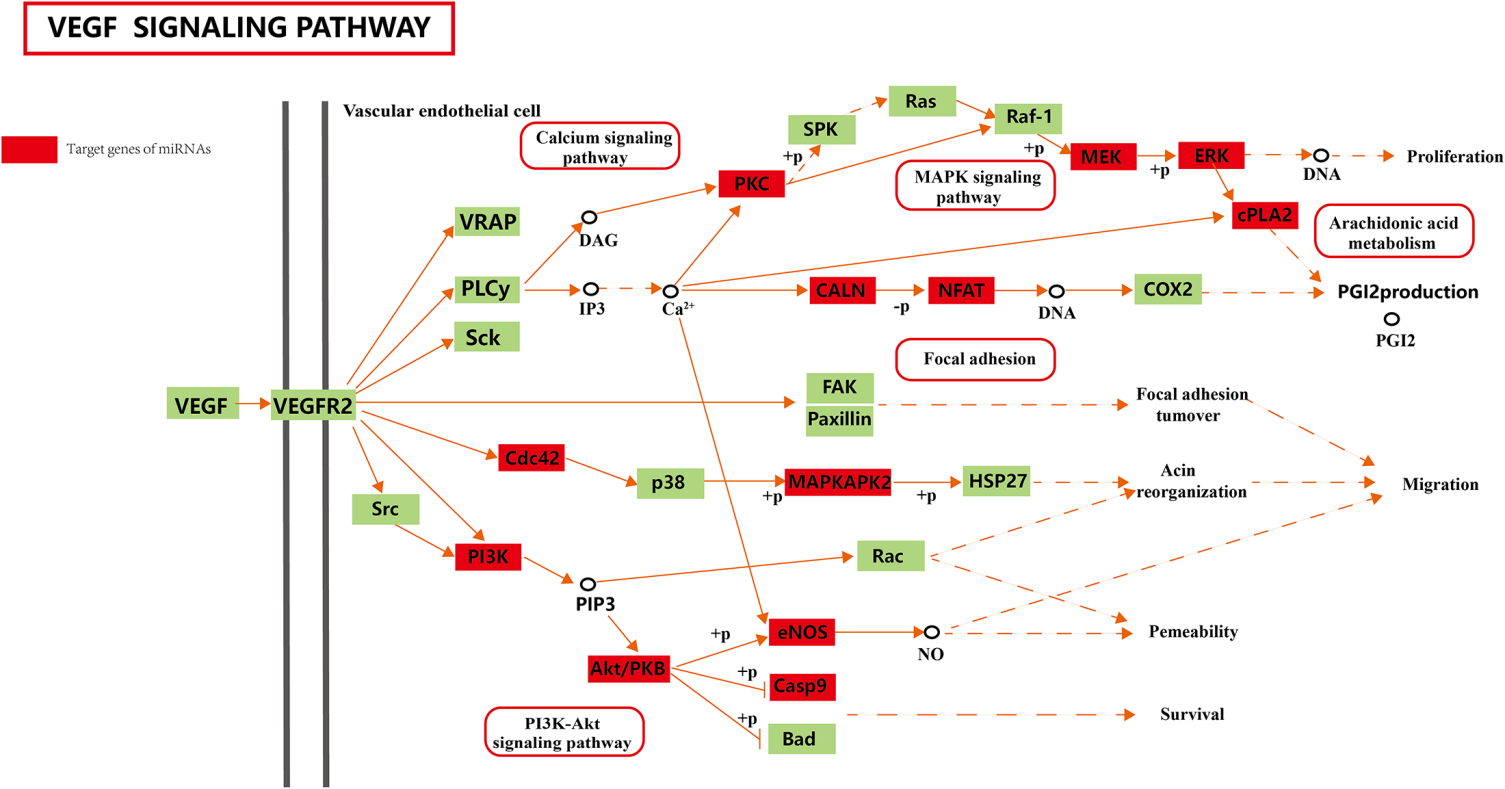
The *VEGF* signaling pathway enriched by 19 putative target genes of downregulated miRNAs. Red boxes represent the target genes of miRNAs.

Four DE miRNAs (ssc-miR-210, ssc-miR-1343, ssc-miR-142-5p, and ssc-miR-421-5p) that are involved in the renal cell carcinoma pathway were upregulated in TPs, and the corresponding target genes were *EPAS1*, *EGLN3*, *EGLN1*, and *VEGFC*. 

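Of the 4 miRNAs, 3 had higher values in both TP libraries than in both YP libraries. The values of ssc-miR-210 were 1065 and 899 in TP and 5.28 and 3.25 in YP, those of ssc-miR-421-5p were 840 and 632 in TP and 20.4 and 32.0 in YP, and those of ssc-miR-142-5p were 5638 and 8849 in TP and 3199 and 853 in YP. ssc-miR-1343 had values of 5.88 and 7.69 in the YP libraries and was not listed in either TP library. S4 Table places ssc-miR-421-5p on chromosome X from 67425041 to 67425098 and ssc-miR-142-5p on chromosome 12 from 36203927 to 36203985 of Sscrofa10.2.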

Both *EPAS1* and *EGLN1* are closely associated with the high-altitude adaptation of Tibetan populations [37], and are involved in hypoxia pathways as key regulators during chronic hypoxia [52]. Genetic variation in *EPAS1* and *EGLN1* is associated with Hb levels and high-altitude adaptation in Tibetan populations [36, 53, 54]. MiRNA-pathway-enrichment analysis revealed that the miRNAs might contribute to high-altitude adaptation by participating in signaling pathway in TPs. *VEGFC* is involved in two signaling pathways: renal cell carcinoma and mTOR. Hypoxia signaling (in particular *HIF-1α)* regulates the expression of *VEGFC*, which is one of the key lymphangiogenic factors [55]. Liang et al. [56] reported an associative correlation between *HIF-1α* and *VEGFC* in cancer. 

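The change in TP relative to YP was largest for ssc-miR-210, with a log2 fold change of 7.57 (adjusted p = 0.000497 from limma with Benjamini-Hochberg adjustment). That of ssc-miR-421-5p was 4.78 (standard error 0.54, adjusted p = 0.00425 from the same limma fit). For ssc-miR-142-5p it was 2.10 (standard error 0.84, adjusted p = 0.242 from the same limma fit), and the pools of each breed differed by 1.01 (SD on the log2 scale). ssc-miR-1343, with values in YP only, had a log2 fold change of -2.95 (standard error 0.82, adjusted p = 0.319 from the limma fit of all 351 miRNAs). In that limma fit the adjusted p was 0.0287 for ssc-miR-210, 0.0531 for ssc-miR-421-5p and 0.469 for ssc-miR-142-5p. Leaving out each library in turn moved ssc-miR-142-5p most, from 1.14 to 3.05. From high levels of the 4 miRNAs in TP, the paper proposes that miRNAs and the regulation of their targets let the TP adapt to hypoxia.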

Here, four DE miRNAs related to hypoxia were found to have high expression levels in TPs, suggesting that miRNAs and target-gene regulation enabled the TP to adapt to a hypoxic environment.

In conclusion, this study significantly increased the number of hypoxia-related miRNAs known in the pig, and identified miRNAs with significantly altered in the TP. Using miRNA-seq, 372 miRNAs were found in the cardiac tissues of pigs living at high altitudes. Twenty DE miRNAs were identified and subjected to bioinformatics functional analyses. The results suggest that 20 miRNAs involved in the mTOR signaling pathway, the MAPK signaling pathway, the renal cell carcinoma pathway, various cancer pathways, the *VEGF* signaling pathway, and the vascular smooth muscle contraction pathway play regulatory roles in hypoxia adaptation in the TP. This study provides new insights that will advance the study adaptation to hypoxia in humans and other mammals living at high altitude. The next step, the functional mechanism of the DE miRNA regulating the hypoxia adaptation in the Tibetan pig was to be investigated.

## Supporting Information

S1 Fig Distribution of different RNA classes. (PDF) Click here for additional data file.

S2 Fig Venn diagrams demonstrating relationships between miRNAs in Tibetan and Yorkshire pigs. (PDF) Click here for additional data file.

S3 Fig Mammalian target of the rapamycin (mTOR) signaling pathway enriched by 13 putative target genes of upregulated miRNAs. (PDF) Click here for additional data file.

S4 Fig Mitogen-activated protein kinase (MAPK) signaling pathway enriched by 47 putative target genes of upregulated miRNAs (A) and 53 putative target genes of downregulated miRNAs (B). (PDF) Click here for additional data file.

S5 Fig Renal cell carcinoma pathway enriched by 15 putative target genes of upregulated miRNAs. (PDF) Click here for additional data file.

S6 Fig Cancer pathways enriched by 63 putative target genes of downregulated miRNAs. (PDF) Click here for additional data file.

S1 Table Datasets used in the study. (XLSX) Click here for additional data file.

S2 Table Primers for five miRNAs in reverse-transcription quantitative polymerase chain reactions. (XLSX) Click here for additional data file.

S3 Table miRNA sequencing results. 

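S3 Table follows the reads of each library through the pipeline: raw reads, reads left after trimming, the share of those that matched the pig genome, and the number of distinct sequences among them, called small RNAs in the table. The counts of rRNA, tRNA, snoRNA with snRNA, and scRNA are counts of distinct sequences. They equal the Rfam counts of the deposited reports in all 4 libraries. The distinct sequences per 1000 trimmed reads were 65.5 in TP1, 29.0 in TP2, 24.3 in YP1 and 25.7 in YP2.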

(XLSX) Click here for additional data file.

S4 Table Characteristics of 210 known porcine miRNAs. (XLSX) Click here for additional data file.

S5 Table Characteristics of 136 conserved miRNAs in other mammals and 26 novel pre-miRNAs. (XLSX) Click here for additional data file.

S6 Table Differentially expressed cardiac tissue miRNAs in Tibetan and Yorkshire pigs. 

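S6 Table gives each DE miRNA with its fold change, the mean in TP over the mean in YP, and the *P*-value of DEGseq. For the 10 listed miRNAs with deposited values in both breeds, the ratio of the mean deposited values was within 0.1 percent of the listed fold change in 9. The other 10 were listed in the deposited tables of 1 breed only, so that no ratio could be formed. Where a ratio was formed, at least 1 value of each miRNA was on no read step. Some ratios equalled the listed fold change at fewer digits, such as 0.1246 against 0.12464 for ssc-miR-320. How these values were made is not known, so the match is no independent check of them.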

(XLSX) Click here for additional data file.

S7 Table Predicting target genes of differentially expressed cardiac tissue miRNAs. (XLSX) Click here for additional data file.

S8 Table Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched for targets of differentially expressed cardiac tissue miRNAs in Tibetan and Yorkshire pigs. (XLSX) Click here for additional data file.

S9 Table Log of the expression ratios obtained from reverse-transcription quantitative polymerase chain reactions and miRNA-seq data. 

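S9 Table sets the ratio of TP to YP from the stem-loop RT-qPCR beside the ratio from miRNA-seq, each with its log2 value. A ratio below 1 stands for a lower level in TP. The ratios of the mean deposited values were 0.2293 for ssc-miR-10b, 0.2868 for ssc-miR-206, 0.1976 for ssc-miR-214, 0.1246 for ssc-miR-320 and 0.1341 for ssc-miR-7136-5p. The RT-qPCR measurements of single pigs are not in the files analysed here.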

(XLSX) Click here for additional data file.

# Supplementary material for: A Comprehensive MicroRNA Expression Profile Related to Hypoxia Adaptation in the Tibetan Pig
**Source:** PLoS One. 2015 Nov 16;10(11):e0143260. doi: 10.1371/journal.pone.0143260
**Supplement:** S2 Fig

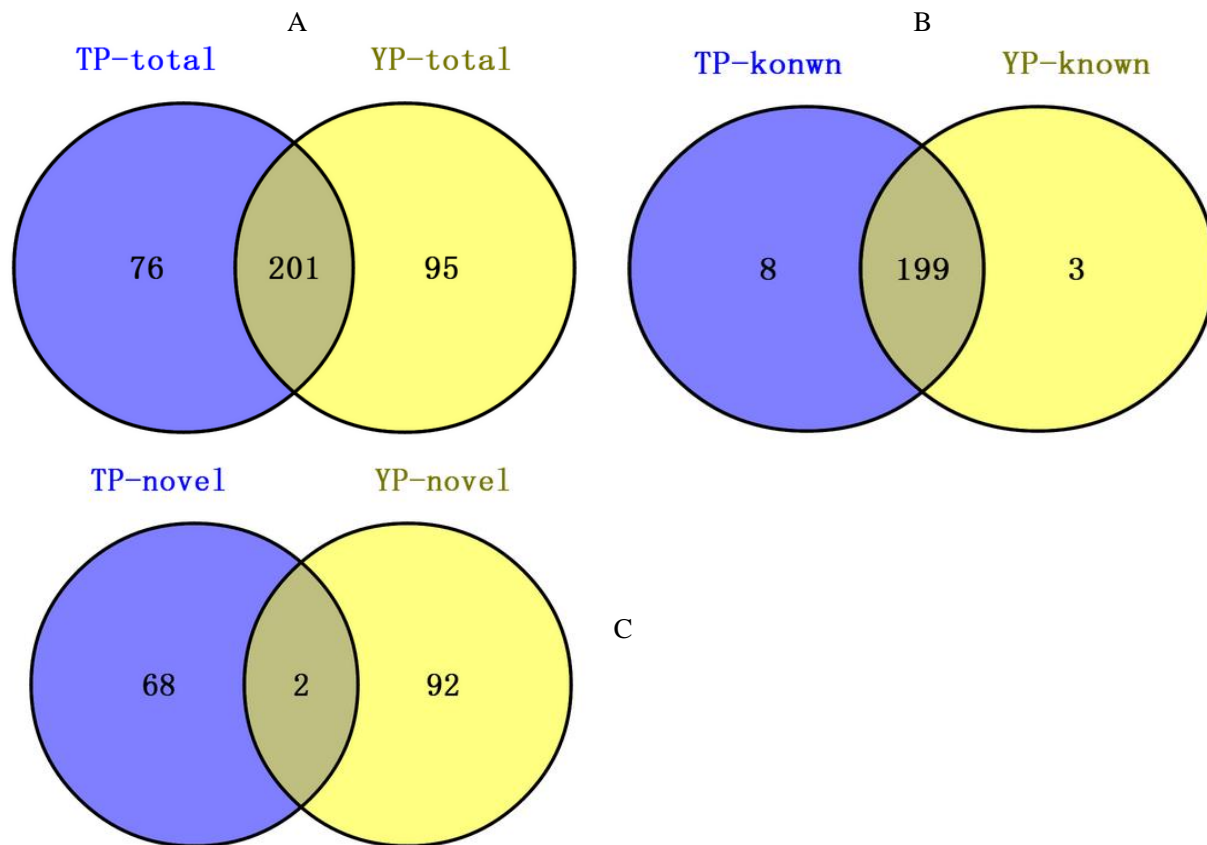

**S2 Fig. Venn diagrams demonstrating relationships between miRNAs in Tibetan and Yorkshire pigs.**

(A) Venn diagrams for total miRNAs (contained novel miRNAs and known miRNAs). (B) Venn diagrams for known miRNAs. (C) Venn diagrams for novel miRNAs. 

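Of the candidate miRNAs in the deposited tables, 65 were listed in TP only, 75 in YP only and 2 in both breeds. YP1 listed 73 of them and YP2 listed 8, whereas TP1 listed 38 and TP2 listed 33. The candidates were predicted by miRDeep2, which scores stacks of reads that fold into a hairpin at a genomic position, and were named by the chromosome or scaffold and a number.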

TP and YP miRNAs marked in blue and yellow cycle, respectively. TP represents Tibetan pigs; YP represents Yorkshire pigs.

# Supplementary material for: A Comprehensive MicroRNA Expression Profile Related to Hypoxia Adaptation in the Tibetan Pig
**Source:** PLoS One. 2015 Nov 16;10(11):e0143260. doi: 10.1371/journal.pone.0143260
**Supplement:** S3 Fig

## mTOR SIGNALING PATHWAY

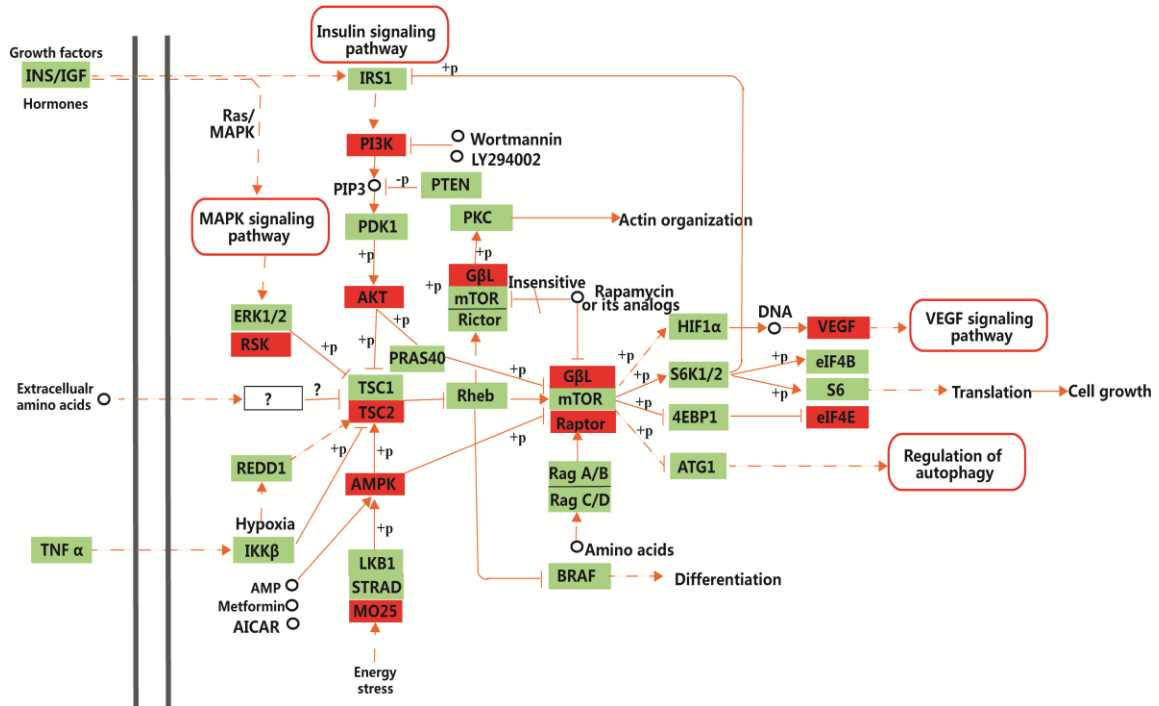

**S3 Fig. Mammalian target of the rapamycin (mTOR) signaling pathway enriched by 13 putative target genes of upregulated miRNAs.** Red boxes represent the target genes of miRNAs.

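The diagram is a KEGG pathway map. The boxes are the gene products of the pathway, and those whose genes were predicted by miRanda to be targets of the up-regulated miRNAs are drawn in red. The prediction rests on the sequence match between a miRNA and a transcript, so a red box stands for a possible target and not for a measured change of that gene.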

# Supplementary material for: A Comprehensive MicroRNA Expression Profile Related to Hypoxia Adaptation in the Tibetan Pig
**Source:** PLoS One. 2015 Nov 16;10(11):e0143260. doi: 10.1371/journal.pone.0143260
**Supplement:** S4 Fig

# MAPK SIGNALING PATHWAY

A

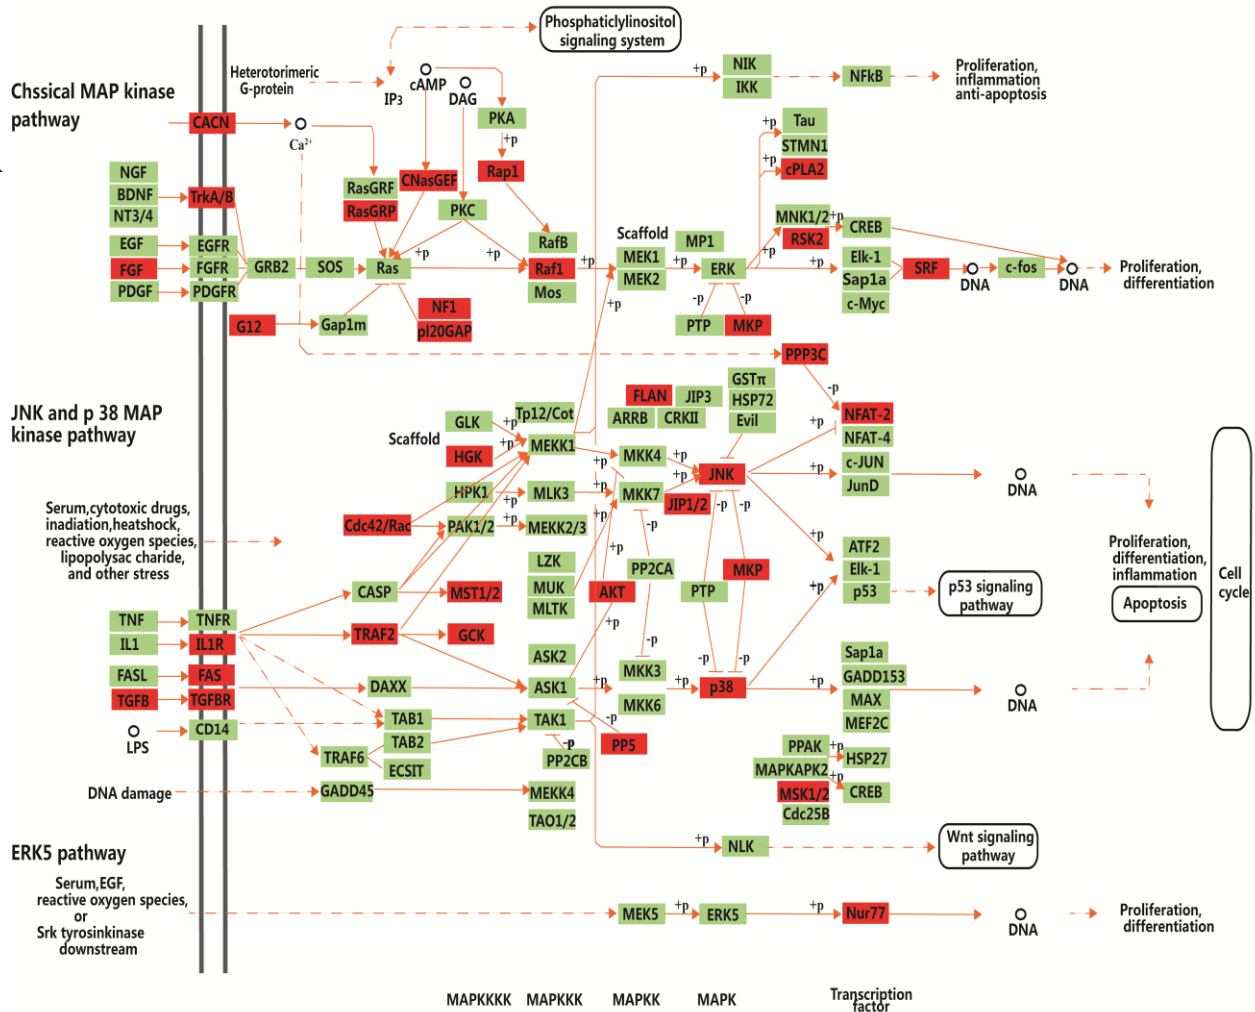

# MAPK SIGNALING PATHWAY

B

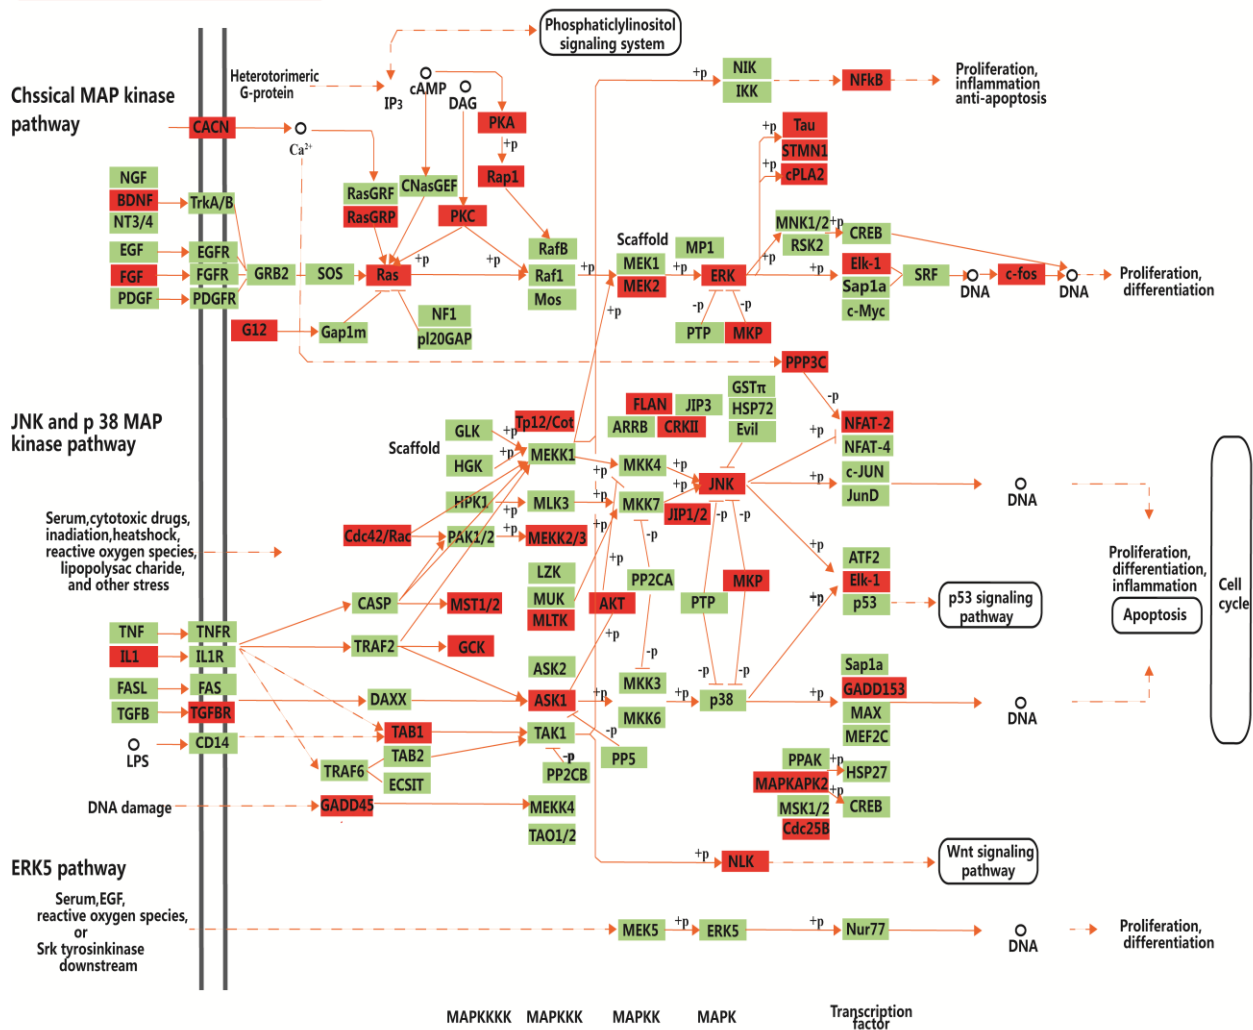

**S4 Fig. Mitogen-activated protein kinase (MAPK) signaling pathway enriched by 47 putative target genes of upregulated miRNAs (A) and 53 putative target genes of downregulated miRNAs (B). Red boxes represent the target genes of miRNAs.**

# Supplementary material for: A Comprehensive MicroRNA Expression Profile Related to Hypoxia Adaptation in the Tibetan Pig
**Source:** PLoS One. 2015 Nov 16;10(11):e0143260. doi: 10.1371/journal.pone.0143260
**Supplement:** S5 Fig

## RENAL CELL CARCINOMA

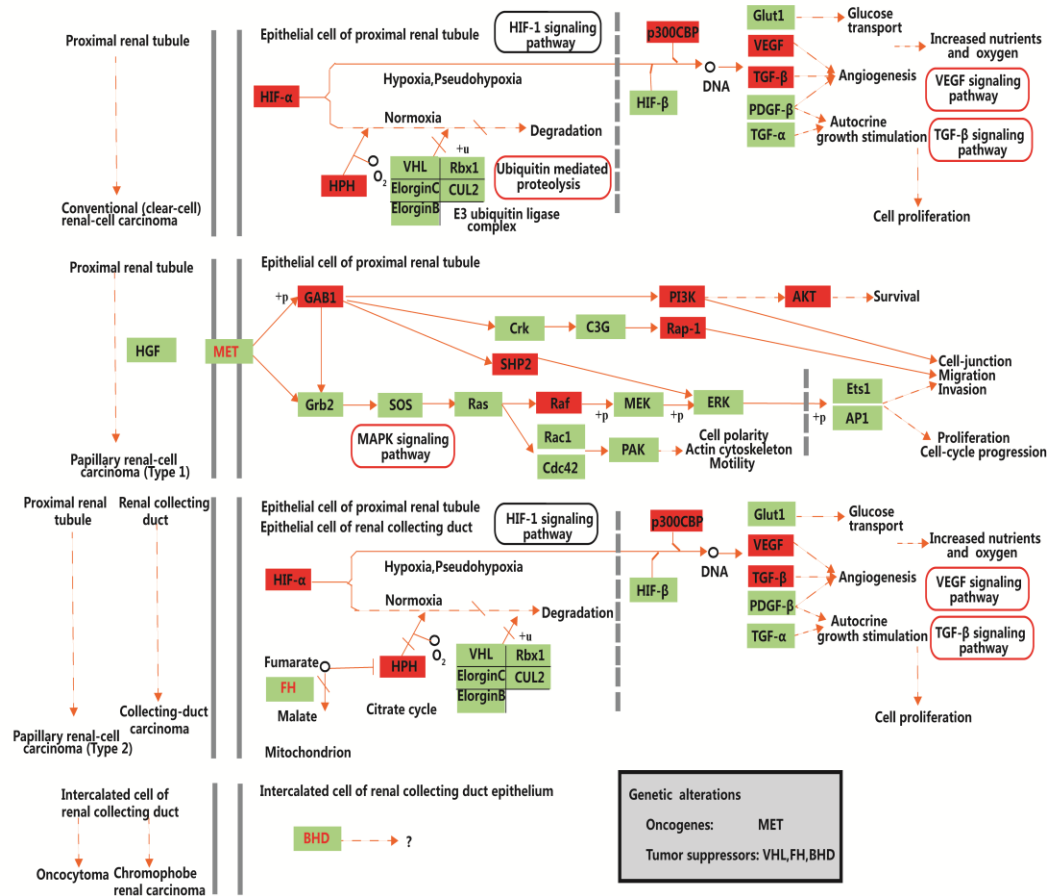

**S5 Fig. Renal cell carcinoma pathway enriched by 15 putative target genes of upregulated miRNAs. Red boxes represent the target genes of miRNAs.**

# Supplementary material for: A Comprehensive MicroRNA Expression Profile Related to Hypoxia Adaptation in the Tibetan Pig
**Source:** PLoS One. 2015 Nov 16;10(11):e0143260. doi: 10.1371/journal.pone.0143260
**Supplement:** S6 Fig

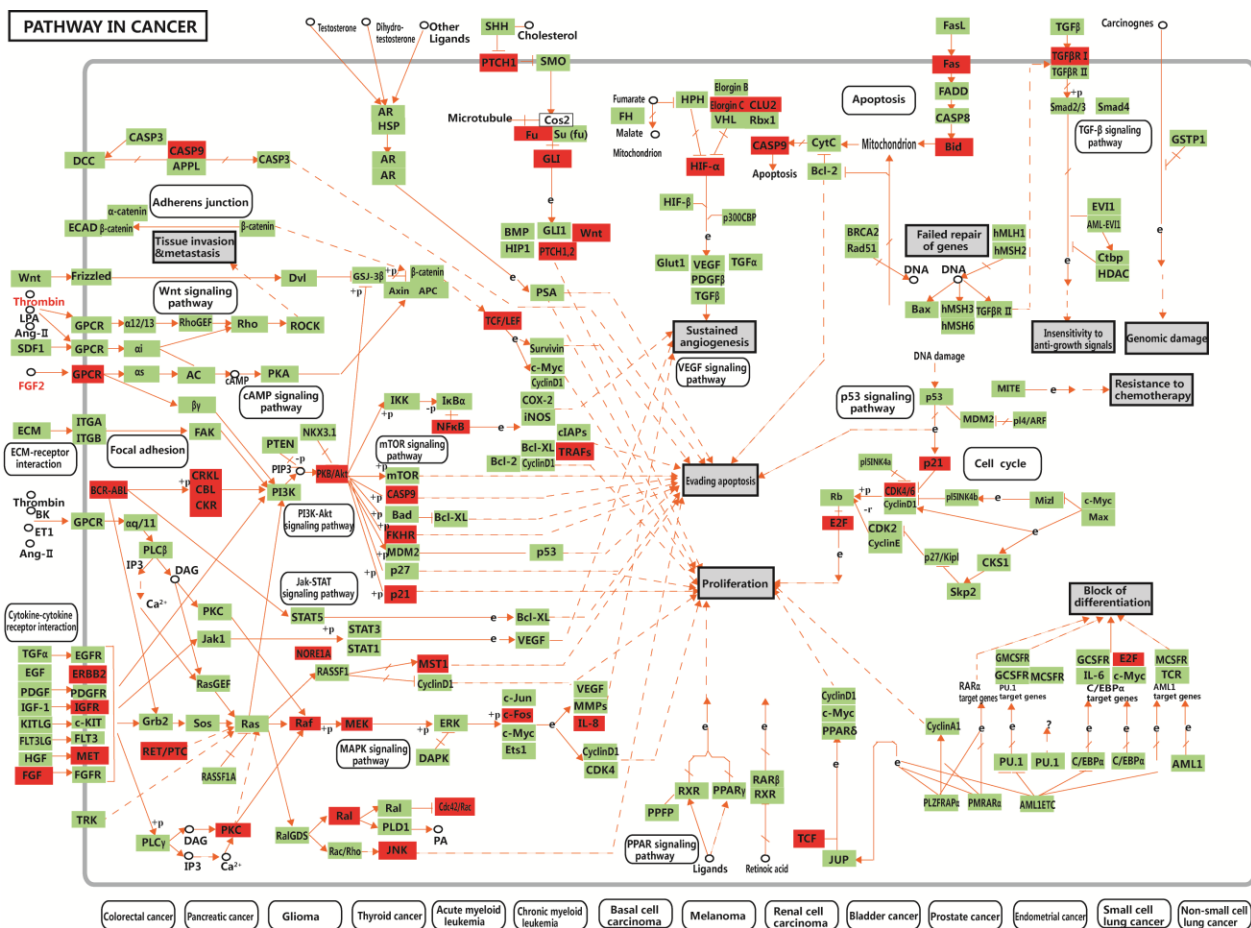

**S6 Fig. Cancer pathways enriched by 63 putative target genes of downregulated miRNAs.** Red boxes represent the target genes of miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

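Small RNA of cardiac tissue was sequenced in 4 libraries, 2 of Tibetan pigs (TP1 and TP2) and 2 of Yorkshire pigs (YP1 and YP2), each a pool of the RNA of 4 pigs. Which library belongs to which breed was taken from the sample labels and S1 Table.

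According to the methods, the authors trimmed adaptors and low-quality reads, mapped the clean reads to the pig genome with Bowtie and miRDeep2, identified known miRNAs with miRBase, normalized with edgeR and computed *P*-values with DEGseq. The deposited value tables are headed TPM, but their columns added up to 9034328, 26403628, 32965733 and 30946468 rather than 1000000, so the values the authors deposited were handled as a score without a fixed range. The other deposited files are reports, in which the authors listed the hairpins matched and the number of distinct small RNA sequences in each RNA class. No table of read counts is in the files analysed here.

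The low values of each table were examined for the step that 1 read is worth. A value was called a whole number of reads when it lay within 0.001 of 1. A distance of 0.01 had been tried first and was narrowed after its result was seen, because it let chance matches in. With the depths found, the wider distance left 50 values of 922 on no step, and the narrower one left 52. Values on the first step are whole multiples of 1000000 divided by the number of distinct sequences of the library (1650700, 926072, 688222 and 543674). Values on the other step are whole multiples of 1000000 divided by about the trimmed reads of a library. The trimmed reads, from S3 Table, numbered 25196911, 31891752, 28324860 and 21186194. A value on the first step was converted to reads per 1000000 clean reads (RPM) for 1 of the alternatives. The 29 identical values of TP1 and TP2 were counted once, in TP1.

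The designs were fixed before the processed files arrived and assumed read counts. As the files hold none, the main test became limma (version 3.58.1 in R 4.3.3), which had been planned for the TPM tables. Linear models were fitted to log2(value + 1) with lmFit and moderated with eBayes and a trend. A miRNA missing from a table had the value 0. Known miRNAs with a value of at least 10 in at least 2 libraries were tested (181 of 209), and in a second fit all 351 listed miRNAs. Fold changes are on the log2(value + 1) scale, which understates the change of low values. The limits were those of the paper, a fold change of at least 2 or at most 0.5 and P of at most 0.05, and separately a Benjamini-Hochberg adjusted p under 0.05. With 2 libraries per breed the smallest exact permutation p is 0.33. Data were simulated for 1000 miRNAs, 200 of them changed by 3 on the log2 scale. The fit recovered 100% of the changed miRNAs with the right sign, and 4.875% of the unchanged ones had P within the limit. The simulated spread was that between YP1 and YP2, without shifts between libraries or missing rows. In the deposited values the factors for equal medians were 0.419 for TP1 and 1.10 for TP2. The simulated rates therefore need not hold for these libraries.

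The miRNAs named in the text were chosen by a rule written before the files arrived. They were the 20 DE miRNAs of the paper, the hypoxia-related miRNAs named in its introduction, the 5 known miRNAs with the highest mean value, and up to 10 known miRNAs with the largest change among those with an adjusted p under 0.05 and no overlap between breeds. The alternatives set at the same time were no filter, a value of at least 10 in every library, the replicate number as a block, a correction for the GC content of the mature sequence (listed for 180 of 181 miRNAs), both together, each library left out in turn, pseudocounts of 0.1 and 10 in the fit of all listed miRNAs, and stricter rules for listing a miRNA. The GC correction was a loess of span 0.75 per library. In its first form it also removed the mean shift of each library, and this was changed after its output was seen, so that only the trend with GC content is removed. In name order, the listed GC content alternates between 45% and 31.8% from ssc-miR-105-1 to ssc-miR-190b, with ssc-miR-1343 as the exception. The GC content used may therefore be wrong for many miRNAs, and no conclusion is drawn from the GC-corrected fits. Equal column totals, scaling to equal medians, RPM, keeping the identical values in both libraries, and the pseudocounts of 0.1 and 10 in the fit of known miRNAs were added after seeing the data. Those alternatives that need read counts were left out. Tables and tests of explanations were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1.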

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

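Among known miRNAs outside the 20 that the paper lists, 4 had a value of at least 100 in both libraries of a breed and were listed in neither library of the other breed. The minimum of 100 was set after the values had been seen. The paper does not discuss the levels of these miRNAs. ssc-miR-23a had a mean value of 250072 (234536 and 265608) in YP and no row in either TP table. ssc-let-7a had a mean of 90639 (44406 and 136873) in TP and no row in YP, ssc-miR-542-5p a mean of 16696 (5298 and 28093) in TP, and ssc-miR-132 a mean of 321 (259 and 383) in TP. For comparison, 3 reads are worth 1.82 in TP1, 3.24 in TP2, 4.36 in YP1 and 5.52 in YP2. All 4 had an adjusted p under 0.05 in limma, with log2 fold changes of -17.9 for ssc-miR-23a, 16.3 for ssc-let-7a, 13.6 for ssc-miR-542-5p and 8.31 for ssc-miR-132, each shown by 2 of 2 libraries per breed.

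A technical explanation is that the rows are missing from the tables although reads were there. The prediction, written before the test, was that the reports of the libraries without a row would name the hairpin. They did so in 8 of 8 cases. This is weak evidence, because the hairpin was also named in 56 of the 66 cases in which any known miRNA had no row, and a hairpin is named for a single matching sequence or for its other arm. S4 Table gives ssc-miR-23a and ssc-miR-542-5p as expressed in both breeds, and ssc-let-7a and ssc-miR-132 as expressed in TP.

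Reads shared between paralogs were tested for ssc-miR-23a and ssc-let-7a, with predictions written after the values had been seen. If the reads of ssc-miR-23a in TP had gone to ssc-miR-23b, the latter would be higher in TP by about 6236 reads per 1000000 clean reads, and it was lower, by -978.8. If the reads of ssc-let-7a in YP had gone to the other let-7 miRNAs, these would be higher in YP by about 3442 reads per 1000000 clean reads, and the difference was -1253. The other let-7 miRNAs together had 12290 in TP1 and 17120 in TP2, against 13490 in YP1 and 13410 in YP2. The TP libraries differed from each other by more than the predicted amount, so the let-7 test cannot decide. Sharing of ssc-miR-23a reads with ssc-miR-23b was not seen, and paralogs of ssc-miR-132 and ssc-miR-542-5p were not tested. As missing rows remain possible, the pattern cannot be told apart from a gap in the tables, and no difference between breeds in these miRNAs is claimed.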

How the results depend on the processing

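The main settings and the alternatives, other than those marked as chosen after seeing the data, were set before the processed files arrived. Alternatives that need read counts were not run, because no table of counts is in the files analysed here: DESeq2, library size alone, the binomial sampling test in the manner of DEGseq, count tables for detection and a minimum of 10 counts.

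The number of miRNAs shared between breeds and of known miRNAs shared between breeds changed little under every alternative. Known miRNAs in TP only numbered 12, and from 8 to 19 across the 4 counts that each left out a library. Known miRNAs in YP only numbered 9, and from 6 to 12 across these counts, with 6 when both libraries of a breed had to list the miRNA.

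The counts of miRNAs past the limits depended on which library was left out. Of the known miRNAs, 34 met the fold change and P criteria, and from 12 to 126 across the 4 fits that each left out a library. By the adjusted p there were 9, and from 8 to 127 across these fits. Among all 351 miRNAs the count was 41, and from 16 to 154 across these fits. The highest counts came without TP2, when TP1, the library with the lowest column total, stood alone for its breed. With reads per 1000000 clean reads (RPM), chosen after seeing the data, 22 known miRNAs and 20 of all miRNAs met the criteria. That setting removes the division by the number of distinct sequences and leaves out the values on no read step. The replicate number as a block gave 23 known miRNAs, 12 by the adjusted p and 33 of all miRNAs. The deviations of libraries with the same number were correlated by -0.061. No pairing was seen in this value, but 2 libraries per breed and miRNAs that are not independent cannot rule one out.

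Reversals occurred only in miRNAs that did not meet the P criterion in the main fit, whose log2 fold changes there ran from -1.08 to 0.0863. When each library was left out in turn, the log2 fold change ran from -0.502 to 0.68 for ssc-miR-20b, -0.787 to 0.529 for ssc-miR-17-5p, -0.706 to 0.194 for ssc-miR-18a, -0.845 to 0.168 for ssc-miR-19a, -0.557 to 0.214 for ssc-miR-19b, -0.885 to 0.596 for ssc-miR-20a and -1.473 to 0.123 for ssc-miR-26a. The 3 scalings added after seeing the data remove a shift common to most miRNAs, which could explain the reversals they gave. With equal column totals, equal medians and RPM, in this order, the values were 0.919, 0.979 and 0.673 for ssc-miR-17-5p, 0.792, 0.852 and 0.536 for ssc-miR-18a, 0.710, 0.770 and 0.462 for ssc-miR-19a, 0.877, 0.937 and 0.632 for ssc-miR-19b, 0.904, 0.965 and 0.660 for ssc-miR-20a, 0.541, 0.602 and 0.297 for ssc-miR-92a, and 0.373, 0.434 and 0.129 for ssc-miR-26a. With equal totals and equal medians they were 0.051 and 0.112 for ssc-miR-1, 0.012 and 0.072 for ssc-miR-30e-5p, and 0.096 and 0.156 for ssc-miR-27b-5p. Equal medians alone reversed ssc-miR-199a-5p, to 0.032, and ssc-miR-24-2-5p, to 0.026. Of the 606 rows for single miRNAs and for candidate counts, 503 were unchanged, 31 were weaker, 25 were stronger and 9 counts moved. None of the 20 listed miRNAs changed direction.

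With 2 pools per breed, a single miRNA cannot reach an exact permutation p below 0.33, and the reads behind the values on no step are not known, which limits what can be said of the listed miRNAs.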

Differences from the paper's values

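Among all listed miRNAs, 41 met the fold change and P criteria in limma, against the paper's 20. Of the alternatives set before the files arrived, only the fit without YP1, with 16, came within the paper's value; with reads per 1000000 clean reads (RPM), chosen after seeing the data, the count was 20, but none of these 20 is on the paper's list, of which only 1 miRNA had the values needed for that fit. Lower in TP were 29 miRNAs, against the paper's 10. Without YP1 there were 12, and no other alternative set before the files arrived came as close. Settings chosen after seeing the data gave 12 (RPM), 13 (equal column totals) and 13 (equal medians), the first of these again without any miRNA of the paper's list.

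Known miRNAs in YP only numbered 9, against the paper's about 3 in Fig 1, read by eye, and none of the alternatives set before the files arrived closed the gap. Candidate miRNAs per library numbered 38 in TP1, 33 in TP2, 73 in YP1 and 8 in YP2, against the paper's 97, 102, 113 and 118 in S3 Table. A minimum value of 1, the alternative set for these counts, left them unchanged. The distinct sequences of YP1 in no named Rfam class numbered 25735 in the deposited report, against the paper's 645735, with no alternative that applies. The classes of that report add up to 68222, whereas its stated total is 688222.

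The log2 fold change on the log2(value + 1) scale was -2.95 for ssc-miR-1343 against the paper's 7.813, and -3.25 for ssc-miR-676-5p against the paper's 6.44. It was 8.483 for 12_3058 against the paper's 7.507, 7.739 for GL894044.2_23796 against the paper's 6.26, 8.878 for 1_4279 against the paper's 6.173, and 8.173 for 13_5125 against the paper's 5.696. It was -13.36 for 1_1126 against the paper's -6.66, -13.16 for 4_13655 against the paper's -6.426, -16.95 for GL892805.1_27591 against the paper's -6.163, and -9.523 for 7_17790 against the paper's -1.872. These 10 miRNAs were listed in the tables of 1 breed only, so the pseudocount sets the size of their changes. For 12_3058 the change was 5.197 with a pseudocount of 10 and 11.8 with 0.1, on either side of the paper's 7.507. The same held for GL894044.2_23796, 1_4279 and 13_5125. For the candidates listed in YP only, the changes with pseudocounts of 0.1 and 10 were all larger than the paper's. For ssc-miR-194b-5p the log2 fold change was 4.459, against the paper's 5.487. The ratio of its mean deposited values was 44.8604, equal to the fold change in S6 Table. This gap therefore lies in the scale used here and not in the values. The paper's values here are the log2 of its fold changes in S6 Table. None of the alternatives set before the files arrived brought any of these 11 miRNAs to the paper's value. For the 10 listed in 1 breed only this says little, because the sizes of their gaps depend on the pseudocount. For ssc-miR-194b-5p, a pseudocount of 0.1 (5.314), equal column totals (5.209) and equal medians (5.251), all chosen after seeing the data, brought the value within the replicate spread.

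The paper states in its text that most of the miRNAs measured by RT-qPCR were higher in TP, as in the miRNA-seq data. In the deposited values all 5 were lower in TP, with log2 fold changes from -3.10 for ssc-miR-320 to -1.76 for ssc-miR-206, and S9 Table gives ratios below 1 for them. The paper lists ssc-miR-1343 and ssc-miR-676-5p as up-regulated, whereas their mean values were 6.78 and 8.72 in YP and neither was listed in TP. The paper's text calls ssc-miR-210 the most up-regulated miRNA. On the log2(value + 1) scale its change of 7.57 was below those of the candidates 1_4279 (8.88), 12_3058 (8.48), 13_5125 (8.17) and GL894044.2_23796 (7.74). Outside the paper's list, ssc-let-7a (16.3), ssc-miR-542-5p (13.6) and ssc-miR-132 (8.31) were also above it. None of these had a value in YP, so the pseudocount sets the size of their changes. For ssc-let-7a, ssc-miR-542-5p and ssc-miR-132, missing YP rows also remain possible, so their changes do not count against the paper's ranking. With a pseudocount of 10, which for known miRNAs was chosen after seeing the data, ssc-miR-210 (6.12) was above the candidates. Their changes were then 5.58, 5.20, 4.90 and 4.48, in the order above. The order against the miRNAs outside the list is not given for that pseudocount.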

Other observations

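Most known miRNAs were lower in TP. The median log2 fold change of the 181 tested was -1.07, and 89.0% were below 0. The predictions for this pattern were made after the values had been seen. After conversion to reads per 1000000 clean reads, the median was -0.278, less than the limit of 0.5 of the shift set for the test, so the division of most values by the number of distinct sequences may account for most of it. Leaving out TP1 also brought the median down, to -0.433. TP1 had 65.5 distinct sequences per 1000 clean reads, against 29.0, 24.3 and 25.7 in the others, and its column total was the lowest. The 2 explanations overlap, because it is TP1 in which the number of distinct sequences is large, and they were not separated. With the GC correction, 38 known miRNAs met the criteria, against 34 without. This count does not measure the shift, and the correction keeps the mean of each library. The GC content used may also be wrong for many miRNAs. The GC content of the mature sequences could therefore not be ruled out. A lower level of miRNAs in TP hearts cannot be told apart from these explanations.

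The 4 libraries can be split into 2 pairs in 3 ways. The split by breed gave 34 known miRNAs past the fold change and P criteria, and the others gave 2 and 2, so 1 of the 3 splits reached 34. Of all 351 miRNAs, 41 met the criteria in the split by breed and 1 and 1 in the others, so again 1 of the 3 splits gave as many. With 3 splits the share cannot fall under 0.33, and the test cannot rule out a difference between pools that happens to follow the breed.

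Of the 922 values in the 4 tables, 52 were whole numbers of reads at neither of the 2 steps. All of them belonged to the 20 miRNAs that the paper lists as DE. Each of the 20 had at least 1 such value, and none of the 331 other miRNAs had any (Fisher's exact test, p = 5.2e-33, for a pattern noticed in the same data). With the wider distance of 0.01 that was tried first, 19 of the 20 and none of the others had such a value. The predictions were written after the pattern was seen. A candidate explanation is that the listed miRNAs went through a processing step that the others did not, and the files do not show which step. Reads shared between the copies of a hairpin would give such values outside the list too, and of the 20 unlisted known miRNAs with more than 1 hairpin, 0 had one. That 0 follows from the absence of such values in all 331 unlisted miRNAs and is not a separate test. Rounding of the printed digits was smaller than the distance to a whole read in all cases, with 0 of 52 within the rounding and a median distance of 0.255 reads. No biological explanation was tested. For ssc-miR-101, 1 of the 20, the mean was 211.606 in TP and 211606 in YP, a ratio of 0.001.

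TP1 and TP2 held identical values for 29 known miRNAs, from 0.0397 to 1924, whereas YP1 and YP2 shared no identical value. All 29 were whole numbers of reads at the clean-read depth of TP1. At the depth of TP2, at most 3 such values were. This may mean that the values of TP1 stand in both tables for these miRNAs. The prediction was written after the values had been seen. ssc-miR-221-3p, listed in TP only with 93.96 in both libraries, is among them, so its adjusted p of 0.00307 in limma rests on 1 measurement in TP.

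ssc-miR-1343 and ssc-miR-676-5p were listed in YP only, although the paper has both as up-regulated in TP. A mislabelled library would turn the other listed miRNAs around too, and all 18 of them had the paper's direction (prediction written after the values had been seen). Rows missing from the TP tables were tested with a prediction written before the result. The hairpins were named by the reports in 4 of 4 cases, which is what missing rows predict, but with 56 of 66 for known miRNAs in general it distinguishes little. S4 Table gives both miRNAs as expressed in YP only. The direction of the 2 miRNAs in TP remains open.

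Only 2 candidate miRNAs were shared between the breeds. Candidates are named by chromosome and number, and the numbers may differ between runs of the prediction program. Of the 67 candidates that S5 Table gives for TP only, 29 (43.3%) had the strand and an overlapping position, or the mature sequence, of a candidate given for YP only. Overlapping positions were found for 29 and identical mature sequences for 27. The breeds may therefore share more candidates than the names show. This prediction too was written after the values had been seen, and the others among the 67 were not explained by it.

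Changes in the mix of cells were tested for 2 listed miRNAs with markers chosen before the files arrived, and with predictions written after the values had been seen. If ssc-miR-214 were lower in TP because of fewer fibroblasts, ssc-miR-199a-5p would be lower than the median known miRNA by more than 1 on the log2 scale. Its difference from the median was -0.0068. If ssc-miR-142-5p were higher in TP because of more leukocytes, ssc-miR-150 and ssc-miR-155-5p would be higher, and their mean difference from the median was -0.38. Neither explanation was borne out by these few markers.

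TP1 had 1650700 distinct sequences from 25196911 clean reads, and TP2 had 926072 from 31891752. Fragments of rRNA and tRNA were tested as the source, with a prediction written after the values had been seen. The distinct rRNA and tRNA sequences of TP1 were 0.93 times those of TP2, while the sequences of no named class were 1.82 times those of TP2. The excess therefore lay outside rRNA and tRNA, and its origin was not found.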
